# Transcriptomic and Metabolomics Analysis of Different Endosperm Region under Nitrogen Treatments

**DOI:** 10.3390/ijms20174212

**Published:** 2019-08-28

**Authors:** Dongyun Ma, Honghuan Gao, Chenyang Du, Lingli Li, Wan Sun, Sujun Liu, Chenyang Wang, Yingxin Xie, Guozhang Kang

**Keywords:** storage proteins, innermost endosperm region, remaining endosperm region, metabolome, transcriptome, wheat

## Abstract

Storage protein distribution in wheat-grain endosperm is heterogeneous, but the underlying molecular mechanism remains unclear. Two parts of the endosperm region, the innermost endosperm (IE) region and the remaining endosperm (RE) region, grown under low nitrogen (LN) and high nitrogen (HN) treatments were used to perform metabolomic and transcriptomic analysis. We identified 533 and 503 differentially expressed genes (DEGs) with at least a two-fold expression change (*p* < 0.05) between IE and RE, among which 81 and 78 transcripts under LN and HN, respectively, related to carbon and nitrogen metabolism, and encoded transcription factors or proteins involved in post-translational modification (PTM). The significantly differentially abundant metabolites between IE and RE were mainly amino acids, N-compounds, carbohydrates, and nucleic acids. More upregulated transcripts and metabolites were identified in RE than IE under HN conditions, indicating that HN activates metabolism in the endosperm periphery. In addition to carbon and nitrogen metabolism, transcription factors and protein PTMs, such as phosphorylation and acetylation, might determine the protein heterogeneous distribution between IE and RE and its response to nitrogen fertilizer supply.

## 1. Introduction

Proteins are one of the main components of wheat grain starchy endosperm and have been used as an index to predict and evaluate flour quality for end products [1]. The qualitative and quantitative distribution of grain storage protein (GSP) in the endosperm occurs as a gradient and is heterogeneous [2,3]. It is generally believed that the protein content is lower in the inner parts of the endosperm and increases in an outwards radial direction [4]; whereas protein quality increases form the outer to the inner endosperm [2]. Savill et al. [5] found that protein is concentrated in the endosperm nearest to the aleurone layer and decreases in an inwards direction to the center of the two lobes. According to Chen et al. [6], dorsal endosperm tissues had higher protein content in comparison with abdominal endosperm tissues. Heterogeneous distribution in wheat endosperm exists in two components of glutenins; high-molecular-weight glutenin subunits (HMW-GS) and low-molecular-weight glutenin subunits (LMW-GS). HMW-GS are expressed more highly in the inner endosperm and LMW-GS are more abundant in the subaleurone layer [5]. Zhou et al. [7] produced nine tissue layers by the pearling milling method and found that the contents of HMW-GS and glutenin macropolymers got the highest value at the second or the third layer. The inhomogeneity in protein quantity and quality in wheat endosperm produce flour with different protein contents and compositions, which influence food quality [7,8].

Protein distribution heterogeneity in the concentration and quality within the wheat endosperm are generally accepted to exist [2,5], although the underlying mechanism for its generation remains to be clearly described. Ugalde and Jenner [9] reported that the amino acid substrate supply and transport pattern across the endosperm does not limit the protein deposition. Protein distribution heterogeneity might be attributable to the strong sink activity of the subaleurone cells, which drive amino acid transport from the endosperm cavity cells to the subaleurone layer [10] or to the size of protein bodies, which decreases from the outer to the inner endosperm layers [5]. Previous studies also showed that nitrogen uptake by plants at different developmental stages also affected protein components in different layers of grain endosperm [11]. Tosi et al. [2] speculated that the protein inhomogeneity distribution might be due to the different transcription rates of gluten protein genes that are potentially regulated by differentially expressed specific transcription factors or regulatory signals.

Nitrogen fertilization is one of the important agronomic measures for wheat production and an appropriate fertilization rate can increase wheat grain yield and improve grain quality [12,13,14]. Recent results have shown that the level of nitrogen fertilizer application also determines the steepness of the heterogeneity in protein content and quality in the endosperm [3,5]. Increasing the nitrogen supply increased the HMW-GS content, but this increase was greater in the outer endosperm than near the central endosperm, whereas the sulfur-rich prolamins showed an opposite change in response to nitrogen fertilizer [3]. The nitrogen fertilizer application also affected the synthesis and accumulation of ω-gliadin within the endosperm; in response to increased nitrogen fertilizer application, more ω-gliadin concentrated in the outer endosperm layers [15]. Furthermore, modern commercial wheat flour mills produce white flour via a milling and sieving process and a proportion of endosperm protein that adheres to the aleurone and bran layer is lost with bran removal. Thus, the increased steepness of the protein heterogeneity in the endosperm following nitrogen application results in more protein being lost during the production of white flour [5]. The underlying mechanism of the effect of nitrogen fertilization on grain protein content has been investigated. The increased concentration of ω-gliadins in the subaleurone layer induced by the increasing nitrogen supply might result from the high expression of genes upregulated by nitrogen application [15]. Zhang et al. [14] suggested that high nitrogen (HN) treatment could increase grain yield and protein content by improving the expression levels of genes related to nitrogen metabolism. Yu et al. [16] reported that high HN treatment increases protein aggregation by improving—peptidyl-prolyl cis–trans isomerase (PPIase) SUMOylation with the assistance of small ubiquitin-related modifier1 (SUMO1). Previous studies also showed that grain protein synthesis has been regulated by transcription factors [17,18]. Due to the pressure of the future population explosion and environmental pollution caused by increasing excessive nitrogen fertilizer application, limiting the application of nitrogen fertilizer to increase yield and improve grain quality is particularly important. To elucidate the underlying molecular mechanism of the heterogeneity of protein content between different parts of endosperm and its response to nitrogen treatment, we divided grain endosperm into two parts, the innermost endosperm region and the remaining region, and characterized the transcriptional and metabolic differences between these two parts in plants grown in low or high nitrogen conditions. This study provides insights into the heterogeneity of the inner and outer endosperm proteins and their response to the application of nitrogen fertilizer.

## 2. Results

### 2.1. Grain Characteristics 

Wheat plants grown under HN conditions had a higher grain yield than grains with the low nitrogen (LN) treatment (Table 1). The remaining endosperm (RE) region possessed a higher protein and component content than the innermost endosperm (IE) region in both HN and LN treatments. The protein content of RE and IE was higher in the HN treatment than in the LN treatment, but the protein content in RE increased to a greater extent than that in the IE (21 mg g^−1^ vs. 17 mg g^−1^). By contrast, the content of gluten (gliadin and glutenin) was higher in the IE region than in RE (6.3 mg g^−1^ vs. 3.3 mg g^−1^). The data confirm that RE regions had a higher protein content than IE. Increasing the nitrogen fertilizer supply can therefore enhance grain protein content, especially in the outer endosperm.

### 2.2. Transcriptome Analysis of the Innermost Endosperm Region and the Remianing Endosperm Region from Plants Grown at Two Nitrogen Fertilizer Levels

The IE and RE regions in the developing wheat grain under the HN and LN fertilizer treatments were separated, and 12 complementary DNA (cDNA) libraries were constructed. 

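Expression values of 6 of the libraries, 3 from the IE region and 3 from the RE region of grains collected 25 days after anthesis, were analysed here. IE is the central lobe zone of the middle grain section, and RE is the remaining endosperm with the aleurone. The labels of the libraries give the region and the replicate but not the nitrogen treatment. The comparisons made from them are therefore between IE and RE, with no treatment assigned, and the other libraries were not analysed here. Over the 104 genes of Table S1-I, the mean counts listed for LN were between 0.999 and 1.00 times the means of the scaled fragments in these libraries, while the ratios for HN ran from 0.433 to 6.27 in IE and from 0.358 to 10.8 in RE. The authors removed adapters and low-quality reads, mapped the clean reads to the Chinese Spring genome with HISAT2 and deposited FPKM values, which are fragments scaled by the length of the transcript and the total of the library. The table lists 127196 genes, of which 110790 carry identifiers of the reference annotation and 16406 were newly assembled. A value was above 0 in at least 1 library for 86042 genes. Since low FPKM values lie at whole multiples of a step that is set by the length of the gene and the total of the library, the whole number of fragments behind each value was recovered. In the IE replicates 1, 2 and 3, the totals were 16333349, 21766392 and 13959933 fragments on genes (median 16333349). The totals of the RE replicates 1, 2 and 3 were 17808462, 18979692 and 20935931 (median 18979692). The paper reports between 37768733 and 41460651 uniquely mapped reads per library, and the values here rest on the fragments on genes. At these totals, 3 fragments on a gene of 1 kb correspond to between 0.138 and 0.215 FPKM. Genes with a mean of at least 0.5 FPKM over the 6 libraries, 51830 in number, were tested with limma on log2(FPKM + 0.1) with Benjamini-Hochberg adjustment. Log2 fold changes are given for IE relative to RE on this scale, which understates the change of weakly expressed genes. A gene was called a DEG at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. The methods give the same limits for the p-value and the fold change, and the adjusted p was used because Table S1-I lists adjusted values.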

After sequencing, the uniquely mapped reads ranged from 37,768,733 to 41,460,651, representing 67.4–70.0% of the total reads (Table S1). The number of non-spliced reads ranged from 30,794,313 to 32,898,691, representing 53.4–55.6% of the total reads. 

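The median total of fragments on genes was 16333349 in the 3 IE libraries (range 13959933 to 21766392) and 18979692 in the 3 RE libraries (range 17808462 to 20935931). IE replicate 2 had the highest total of the 6 libraries and IE replicate 3 the lowest, so the IE totals lay on both sides of those of RE. The difference was within the spread between replicates (two-sided exact permutation test, p = 0.5, where 3 libraries against 3 cannot give less than 0.1). Between 68296 and 75911 genes had a value above 0 in the IE libraries, and between 72728 and 74533 in the RE libraries (two-sided exact permutation test, p = 0.8). The 10 most abundant genes took 21.1 ± 2.78% of the summed FPKM in IE (SD, n = 3) and 19.3 ± 0.991% in RE (SD, n = 3). These totals count fragments assigned to genes, and neither the uniquely mapped nor the non-spliced reads were analysed here.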

The number of uniquely mapped reads and non-spliced reads in the IE region (LN-IE and HN-IE) was lower than in the RE region (LN-RE and HN-RE).

In total, 533 and 503 genes were significantly differentially expressed between LN-IE and LN-RE and between HN-IE and HN-RE, respectively (Figure 1). 

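In the 6 libraries analysed, 0 genes reached the thresholds for a DEG between IE and RE, and the smallest adjusted p from limma was 0.359. With the unadjusted p in place of the adjusted one, 2980 genes passed both thresholds, 850 of them higher in IE and 2130 higher in RE. Among the alternatives, leaving out IE replicate 2 moved this number most. Without it, 5161 genes passed with an unadjusted p, 892 higher in IE and 4269 higher in RE, while 0 passed with the adjusted p. The smallest adjusted p was then 0.0566, and over the 18 alternatives it ranged from 0.0566 to 0.628. In data simulated with the spread of these libraries, the same test called 81 of 200 genes given known fold changes and 5 unchanged genes. The fold changes given were all larger than the limit for a DEG, and the simulated genes varied independently. The 81 of 200 is therefore not the share that the test would find at that limit. From its counts of DEGs between IE and RE, the paper later proposes that transcriptional regulation is important for the uneven distribution of protein in the endosperm.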

An additional 905 genes were significantly differentially expressed in IE between HN and LN treatments, whereas 1195 genes were detected in RE, which indicates that increasing the nitrogen fertilizer application rate more specifically affected gene expression in RE than in the IE. The enriched Gene Ontology (GO) terms showed that the differentially expressed genes (DEGs) identified in this study involved in biological process were categorized into 14 groups, including hydrolase activity, a oxidation-reduction process, a catabolic process, biological regulation, and a response to chemicals (Supplementary Figure S1). The molecular functions mainly involved oxido-reductase activity (12.11–17.39%), hydrolase activity (18.95–25.30%), and transferase activity (16.60–18.84%). The cell component mainly included a cell part (29.38–32.17%), an integral component of membrane (17.66–25.40%), and intracellular (22.75–27.06%) categories.

A carbon/nitrogen metabolism is crucially important for wheat-grain protein synthesis. To investigate the role of carbon/nitrogen metabolism in the difference in the storage protein content between IE and RE, we identified the DEGs associated with carbon/nitrogen metabolism in Supplementary Table S2. In total, 32 DEGs involved in nitrogen metabolism were detected between LN-IE and LN-RE (Supplementary Table S2-I). Compared with the remaining endosperm part under LN treatment (LN-RE), 15 genes were upregulated in the LN-IE part, including those encoding two nitrate reductases (TraesCS6A01G017500 and TraesCS6D01G020700), two glutathione transferases (TraesCS1A01G153100 and TraesCS3A01G302100), and five serine-type endospeptidases (TraesCS4B01G077600, TraesCS4D01G076000, TraesCS5A01G526000, TraesCS1D01G395200, and TraesCS3B01G515100). The expression levels of the nitrate reductase-encoding genes in LN-IE were 2.14- and 3.61-fold greater than that in the LN-RE region. Additionally, the upregulated genes in the LN-RE region encoded four carboxypeptidases (TraesCS1A01G086100, TraesCS1D01G087600, TraesCS1B01G104500, and TraesCS5D01G196500) and five amino acid transmembrane transporters (TraesCS2B01G551300, TraesCS2A01G348600, TraesCS7A01G194500, TraesCS7B01G100100, and TraesCS7D01G196100). The expression levels of these genes in the LN-RE region were approximately 1.78–2.92-fold greater than that in the LN-IE regions, indicating that amino acid production and transport are more active in the peripheral endosperm region. Correspondingly, 29 DEGs involved in nitrogen metabolism were detected between HN-IE and HN-RE (Supplementary Table S2-II), including 18 upregulated transcripts in the innermost endosperm part in comparison with the endosperm peripheral region. The upregulated genes in the HN-IE sample encoded two serine-type endospeptidases (TraesCS1A01G188900 and TraesCS4D01G076000), one gliadin (TraesCSU01G153800), and three serine protease inhibitors (TraesCS5D01G425800, TraesCS5B01G478300, and TraesCS5A01G359700). However, the upregulated genes in the HN-RE region contained genes encoding two aspartic-type and one cysteine-type peptidase (TraesCS2D01G109600, TraesCS3D01G467300, and TraesCS7D01G060100), two globulins (TraesCS7D01G351300 and TraesCS4D01G171800) and one ammonium transmembrane transporter (TraesCS1D01G296600), which was expressed 4.52-fold higher than that in HN-IE. Considering DEGs involved in carbon metabolism, the LN-IE vs. LN-RE comparison revealed 18 DEGs, including 10 that were upregulated in LN-IE and in HN-IE vs. HN-RE and 28 DEGs, included 20 that were upregulated in HN-IE. Among the upregulated transcripts, those in the RE region were involved in glycoside hydrolysis, and those in the IE region were glycoside transferases. A comparison between the genes expressed in the HN and LN treatments revealed that 17 and 51 DEGs involved in nitrogen metabolism were detected in IE and RE, respectively (Supplementary Table S2-III, S2-IV). These results suggest that increasing the nitrogen fertilizer supplying level might activate nitrogen metabolism, especially in the outer endosperm. The HN treatment induced 13 genes in IE, including six endopeptidase inhibitors, two protease inhibitors, and two protein transporters. In the RE region, 39 genes were upregulated by HN treatment, including three transmembrane transporters. Furthermore, most of the upregulated genes induced by HN were involved in promoting (including 10 encoding proteins with peptidase activity) or inhibiting (including 13 encoding peptidase inhibitors) protein degradation. These results indicate that HN treatment induces complex and active regulatory nitrogen metabolism processes.

Post-translational modifications play a key role in functional proteins and are usually used to regulate cellular activity. Here, 14 DEGs associated with protein phosphorylation, methylation, and ubiquitination were detected in the LN-IE vs. LN-RE comparison, including 10 upregulated in RE (Figure 2A1). Correspondingly, six upregulated genes involved in post-translation modification were detected in the HN-RE sample (Figure 2A2). Correspondingly, 7 and 18 genes were annotated in LN-IE vs. HN-IE (Figure 2A3) and in LN-RE vs. HN-RE (Figure 2A4), respectively. Most of the DEGs in the IE region were involved in histone acetylation and those in the RE region were related to protein phosphorylation, suggesting that different regulatory mechanisms in the inner and outer endosperm regions might exist in response to increasing nitrogen supply.

In the LN-IE vs. LN-RE comparison, 17 DEGs mapped to the transcription factor category (Figure 2B1). Five were upregulated in LN-IE, including two that encoded basic leucine zipper (bZIP) transcription factors, whereas 12 DEGs were upregulated in LN-RE, including genes encoding four WRKY- and two MYB-type transcription factors. However, nine DEGs were identified in the HN-IE vs. HN-RE comparison, seven of which were upregulated in HN-IE (Figure 2B2). Genes encoding two transcription factors (TraesCS2B01G217500, GRAS; TraesCS7B01G391800, bZIP) were significantly upregulated in the IE region in both HN and LN treatments. 

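The GRAS gene TraesCS2B01G217500 was expressed at 5.73 ± 1.87 FPKM in IE (SD, n = 3) and at 1.42 ± 0.412 FPKM in RE (SD, n = 3), from 28 to 277 fragments per library. Its log2 fold change was 1.93 (standard error 0.33, limma adjusted p = 0.359). The bZIP gene TraesCS7B01G391800 was expressed at 26.4 ± 10.0 FPKM in IE (SD, n = 3) and at 7.99 ± 3.53 FPKM in RE (SD, n = 3). Its log2 fold change was 1.72 (standard error 0.41, limma adjusted p = 0.359). For both genes, every IE library lay above every RE library, which is the smallest two-sided exact permutation p that 3 libraries against 3 allow (p = 0.1), and neither passed the adjustment over all genes. With each library left out in turn, the log2 fold change stayed between 1.68 and 2.17 for the GRAS gene and between 1.40 and 2.07 for the bZIP gene. The paper names both genes for this difference, so that part is not an independent test, and the labels of the libraries do not give the nitrogen level.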

Among the 24 differentially expressed genes that encoded transcription factors in LN-IE vs. HN-IE, 20 were upregulated by HN treatment (Figure 2B3). Correspondingly, 32 DEGs encoding transcription factors were detected in the LN-RE vs. HN-RE comparison, among which 23 genes were upregulated by HN treatment (Figure 2B4), and most of these upregulated genes encoded transcription factors from the bZIP, ethylene-responsive factor (ERF), and MYB families. These results suggest that high nitrogen availability activates transcription. Furthermore, among the differentially expressed transcription factors induced by increased nitrogen supply, 11 were expressed in both the IE and RE regions.

### 2.3. qRT-PCR and BSMV-VIGS Validation of Identified Genes

Transcript expression levels were confirmed by qRT-PCR. 

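Of the 8 genes shown in Figure 3, 5 were lower in every IE library than in every RE library. Their log2 fold changes were -2.10 for TraesCS2D01G536300, -2.32 for TraesCS4A01G052100, -2.05 for TraesCS5B01G400600, -2.07 for TraesCS5D01G431100 and -1.96 for TraesCS7D01G448200, with limma adjusted p-values of 0.363 or 0.364. By chance, 10% of genes show no overlap between 3 libraries and 3, which is no measure for these genes, since the figure shows them as differentially expressed. IE replicate 3 had the lowest value of each of these genes, and without it the log2 fold changes were -1.33, -1.52, -1.35, -1.32 and -1.28 in the same order. TraesCS5D01G199500 was expressed at 17.1 ± 15.3 FPKM in IE (SD, n = 3) and 3.71 ± 2.27 FPKM in RE (SD, n = 3), a log2 fold change of 1.96 (standard error 0.66, limma adjusted p = 0.411). IE replicate 2 lay below RE replicate 1 for this gene, and without IE replicate 3 its log2 fold change was 1.26. The remaining pair, TraesCS2B01G294500 and TraesCS2D01G383600, had log2 fold changes of -0.17 (standard error 0.54) and -0.07 (standard error 0.44). Neither was distinguishable from 0, and the direction of both changed when IE replicate 2 was left out.

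**Figure D1:**
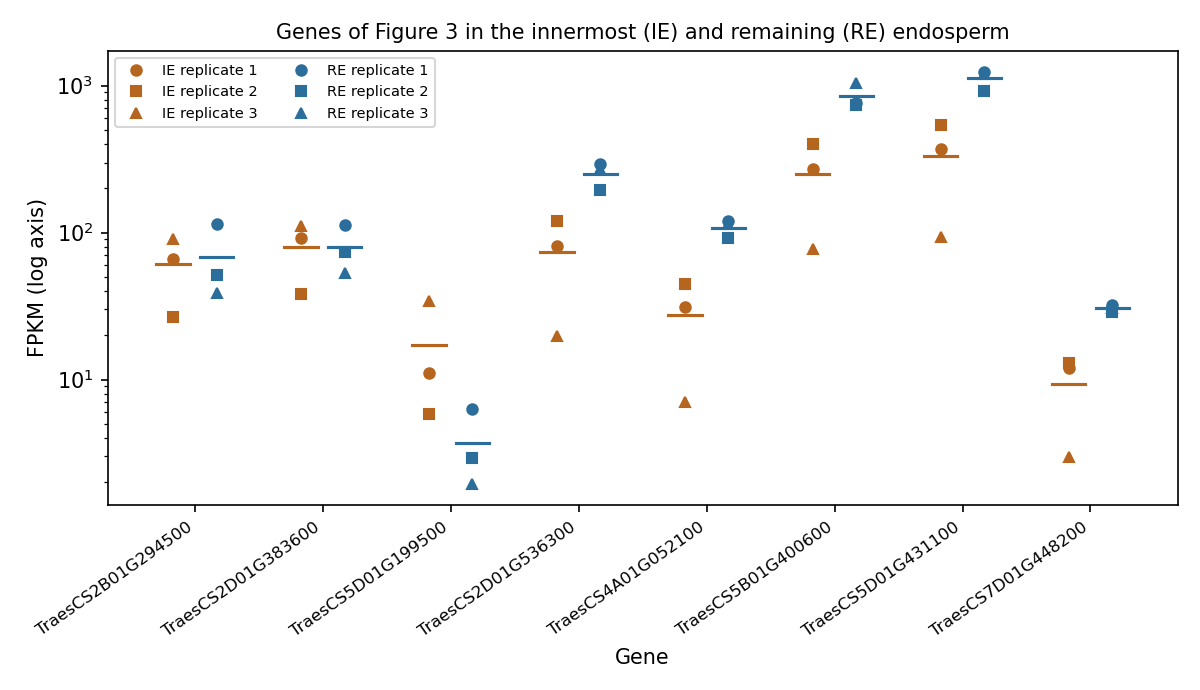
FPKM on a log axis of the 8 genes of Figure 3 in each IE and RE library (markers show the replicate) with the mean of each region as a horizontal line, n = 3 per region. The 5 genes on the right are lower in every IE library than in every RE library, with IE replicate 3 lowest.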

The expression patterns of eight randomly selected genes were similar to those obtained from deep-sequencing (Figure 3), confirming the reliability of the observed transcript levels. The barley stripe mosaic virus (BSMV)-based virus-induced gene silencing (VIGS) has been used as an effective method for evaluating gene functions in wheat. Genes encoding two transcription factors (TraesCS7B01G391800, *TabZIP1;* TraesCS2B01G217500, *TaGRAS*) were used to validate its function by the BSMV-VIGS method. Here, the BSMV:bZIP and BSMV:GRAS vectors were constructed and used to inoculate wheat spikes at the booting stage, with BSMV:00 as the empty vector control. The expression levels of *TabZIP1* and *TaGRAS* in induced grain were significantly lower than in the control spike, which indicates that their expression was successfully suppressed (Figure 4). Furthermore, the storage protein content in grain from the induced spike was higher than that in the control grains, suggesting that *TabZIP1* and *TaGRAS* might negatively regulate storage protein deposition.

### 2.4. Metabolic Profiling of the Innermost Endosperm Region and the Remaining Endosperm Region under LN and HN Conditions

Metabolic profiling of the IE and RE regions from LN and HN treatments was conducted using gas chromatography-mass spectrometer (GC-MS). Metabolites that showed significant differences in abundance between these two parts of endosperm are showed in Figure 5. The major metabolites were amino acids, N-compounds, organic acids, carbohydrates, and lipids. Most metabolites were present at higher concentrations in the RE region, indicating a more active metabolism in the peripheral endosperm region. The level of most of the differentially expressed metabolites involved in amino acid and N-compounds increased by the LN treatment, whereas carbohydrate metabolites showed a higher level in the HN treatment. 

The distribution of all significantly differentially expressed metabolites was analyzed by principal component analysis (PCA) (Figure S2). The metabolites identified in the same treatment clustered together. The difference in metabolite levels between the IE and RE regions was clearly distinguished by the first principal component (PC1), and the second principal component (PC2) clearly separated HN and LN samples. We further analyzed the PCA loading scores, which showed that the most important metabolites relating to the difference between IE and RE were three amino acids, three N-compounds, one carbohydrate, and one nucleic acid (Supplementary Table S3). Additionally, the important metabolites that contributed to the difference between the HN and LN treatment were two amino acids (L-methionine, L-pyroglutamic acid), one organic acid (DL-2-aminoadipic acid), two N-compounds (thioetheramide-PC, 1-Palmitoyl-2-hydroxy-sn-glycero-3-phosphoethanolamine), two carbohydrates (raffinose, cellobiose), and one lipid (glycerophosphocholine).

The relationships between these metabolites were analyzed by pairwise correlations. The network of significantly correlated (*r*^2^ ≥ 0.50) metabolites was drawn using Cytoscape v.3.6.0 (www.cytoscape.org/). In total, 36 metabolites and 263 correlations were detected in the LN-IE vs. LN-RE group and 42 metabolites and 285 correlations in the HN-IE vs. HN-RE group (Figure 6). Additionally, 19 and 24 correlations were identified among the tested amino acids in the LN and HN samples, respectively. These data demonstrate that a high nitrogen supply activates metabolism in the endosperm. Positive correlations were observed between tyramine, L-tyrosine, and phenylalanine, and most of the correlations between these amino acids and carbohydrates, N-compounds, and organic acids were also positive. However L-aspartate was highly negatively correlated with other metabolites (organic acids, carbohydrates, and lipids). A positive relationship was observed between O-acetyl-L-serine and other amino acids, N-compounds, and carbohydrates, but no direct correlation was observed with lipids under LN treatment. Among the significantly different metabolites, 138 and 139 correlations were identified in the LN-IE vs. HN-IE group and the LN-RE vs. HN-RE comparisons, respectively (Figure 6).

### 2.5. Combined Transcriptome and Metabonomics Analysis

A comparative analysis of kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment was performed between the transcriptome and metabolome. Three pathways were enriched between LN-IE and LN-RE, including starch and sucrose metabolism, nitrogen metabolism, and glyoxylate and dicarboxylate metabolism (Figure S3A). Correspondingly, two KEGG pathways were also enriched between the HN-IE and HN-RE group, including starch and sucrose metabolism and galactose metabolism (Figure S3B). These results suggest that carbon and nitrogen metabolism are important in determining a non-homogeneous protein distribution between the inner and outer endosperm region. 

The correlation coefficients between DEGs and significant differentially expressed metabolites were calculated by the methods of Spearman. The correlation network was plotted using a correlation coefficient |*r*| ≥ 0.5 and *p* < 0.01, using Cytoscape (Supplementary Figures S4 and S5). Thiamine, tyramine, dopamine, tyrosine, and phenylalanine were regulated (positively and negatively) by a group of similar genes. O-acetyl-L-serine and trigonelline correlated positively with five genes. A sketch map was drawn to direct the metabolic pathways involved in the difference between IE and RE (Figure 7). Genes encoding nitrate reductase (TraesCS6D01G020700 and TraesCS6A01G017500) and transcription factors (TraesCS5A01G101200, TraesCS7A01G214700, and TraesCS7D01G475100) correlated positively with tyrosine, tyramine, and phenylalanine. The significantly differentially expressed metabolites, such as serine, O-acetyl-L-serine, and glutathione disulfide, suggest that cysteine and methionine metabolism is involved in establishing the protein distribution heterogeneity in wheat-grain endosperm. The positive correlation between serine-type endopeptidase (TraesCS4B01G077600), a bZIP transcription factor (TraesCS7D01G475100) and serine, protein kinase (TraesCS3D01G542300), transcription factors (GRAS and ERF), and glutathione disulfide indicate that, in addition to nitrogen metabolism, protein post-translational modifications and transcription factors might also regulate protein deposition in wheat-grain endosperm.

## 3. Discussion

Because of the structure of the endosperm, it is not easy to completely separate the interior layer endosperm tissue from the endosperm peripheral region. Micro-dissection [9,19], microscopy [5,6], pearling milling [7], and immunofluorescence [2] have been used to study qualitative and quantitative protein gradient distributions in wheat-grain endosperm. Here, we manually divided the middle grain segment into two parts, the innermost endosperm part and the remaining endosperm part, and analyzed the difference in protein content between these endosperm parts under HN and LN treatment. The results showed that the protein distribution heterogeneity between the RE and IE regions was greater in the HN treatment than under low nitrogen availability, which is consistent with the data of Savill et al. [5]. Previous studies reported that protein quality is also distributed in non-homogeneity [20] and that flour fractions from the central endosperm generally have better dough functional properties than those from the outer endosperm [7,21]. In this study, the protein content in the RE region increased (21 mg^−1^) more than that in the innermost endosperm region (17 mg g^−1^) following the application of nitrogen fertilizer, whereas the gluten content increased more in the IE region than in the RE region, which indicates a differential response of protein quantity and quality to nitrogen fertilizer treatment in different parts of wheat grain endosperm. He et al. [3] also reported a similar disproportionate increase in protein components in different endosperm regions following an increased nitrogen supply. Li et al. [11] found that the contribution of nitrogen assimilated at different developmental stages to grain protein fractions varied among different layers of endosperm; for glutenin, the contribution of N assimilated after anthesis showed a decrease tendency from the outer layer to the inner layer. Further information concerning the quality of flour derived from different parts of wheat endosperm grown under different nitrogen fertilizer treatments is required.

It was speculated that the endosperm protein heterogeneity is attributable to specific transcription factors or other signals that regulate the transcription levels of genes related to gluten biosynthesis [6,20]. It has been suggested that translation and/or post-translational regulation regulates grain storage-protein synthesis [22,23]. 

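Among the 51830 genes tested between IE and RE, 2256 were higher in every IE library than in every RE library and 6188 were lower in every IE library. Together these are 16.3% of the genes, where chance gives 10% with 3 libraries against 3. A change of at least 2-fold was added for 757 of the genes higher in IE and 2016 of those lower in IE. The median log2 fold change over all genes was -0.12 with the FPKM values as deposited, and median-ratio scaling sets it near 0 by construction (0.00). With the FPKM values, 850 genes higher in IE and 2130 higher in RE passed the unadjusted p and the 2-fold change, and with median-ratio scaling 1325 and 1894, while 0 passed the adjusted p with either. The excess of genes lower in IE thus differs between the scalings. Genes are correlated, so such counts vary widely between splits of the libraries. With the FPKM values as deposited, 2980 genes passed the unadjusted p and the 2-fold change between IE and RE. When IE replicates 1 and 3 with RE replicate 1 were set against the rest, 3222 did so. That split still sets IE replicates 1 and 3 against RE replicates 2 and 3, so it is not free of a difference between the regions.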

Here, approximately 500 DEGs were detected between the IE and RE regions, which suggests that transcriptional regulation is important in the formation of protein heterogeneous distribution. Although endosperm protein content distribution was not attributed to the pattern of starch deposition [19], the content of starch also decreased from the inner to the outer endosperm [7]. Carbon metabolism is the most important metabolic process for plant growth, development, and yield quality. In this study, more genes involved in carbon metabolism, mainly those encoding glycoside hydrolases, were upregulated in the IE region than in the RE region, especially in high nitrogen conditions. In addition, the content of several sugars, such as mannose-6-phosphate, sucrose, and maltotriose, increased, following the high nitrogen treatment, consistent with the findings of Zhen et al. [24]. These differentially expressed metabolites might contribute to grain yield and quality, because carbohydrates not only represent a major energy store, but provide essential structural carbon skeletons [25]. Previous studies on the functional validation of key genes (*AGPase* and *HvSUT1*) involved in carbon metabolism showed that manipulating carbon metabolism also affected the synthesis of GSP [26,27].

Nitrogen metabolism is critically important for wheat GSP accumulation and it has been suggested that the activity of several enzymes, including nitrate reductase, glutamine synthetase, and glutamate synthase, is correlated with protein content [14]. 

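The nitrate reductase gene TraesCS6A01G017500 was expressed at 16.1, 27.4 and 3.03 FPKM in IE replicates 1, 2 and 3 and at 38.8, 61.8 and 102 FPKM in RE replicates 1, 2 and 3. The means were 15.5 ± 12.2 FPKM in IE (SD, n = 3) and 67.5 ± 31.9 FPKM in RE (SD, n = 3), a log2 fold change of -2.49 (standard error 0.76, limma adjusted p = 0.370). For TraesCS6D01G020700, the means were 15.9 ± 12.6 FPKM in IE (SD, n = 3) and 65.4 ± 17.5 FPKM in RE (SD, n = 3), a log2 fold change of -2.44 (standard error 0.68, limma adjusted p = 0.363). Both genes were lower in every IE library than in every RE library (two-sided exact permutation test, p = 0.1, the smallest that this design allows). Without IE replicate 3, the log2 fold changes were -1.57 and -1.60. The genes lie on chromosomes 6A and 6D, and reads that match both copies could be divided between them, since the counting tool is not named in the paper's text. The summed FPKM of both was 31.4 ± 24.8 in IE (SD, n = 3) and 133 ± 48.8 in RE (SD, n = 3). The labels of these libraries do not give the treatment, and it was not assigned from their values. For the 104 genes of Table S1-I, the mean read counts listed for LN were between 0.999 and 1.00 times the means of the scaled fragments here. Those listed for HN were between 0.433 and 6.27 times in IE and between 0.358 and 10.8 times in RE. Over these genes, the values argue against these being the libraries behind the HN means.

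**Figure D2:**
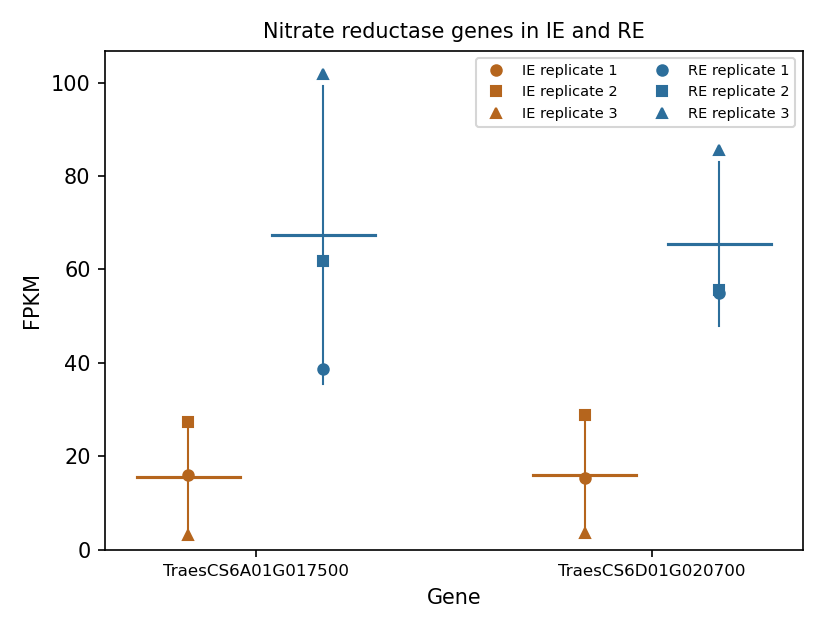
FPKM of the nitrate reductase genes in each IE and RE library (markers show the replicate), with the mean as a horizontal line and the SD as a vertical line, n = 3 per region. Every IE library lies below every RE library for both genes, and IE replicate 3 is lowest.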

We found that genes encoding two nitrate reductases were significantly more highly expressed levels in the IE region compared with the RE region. Li et al. [28] found a medium negative correlation between nitrate reductase activity (NRA) and grain protein content. Here, the opposite relationship between nitrate reductase gene expression (TraesCS6A01G017500 and TraesCS6D01G020700) and protein content between IE and RE agrees with Li et al. [28], indicating that nitrogen assimilation is important for the protein distribution difference. Protein degradation and biosynthesis occur throughout the complete plant life-cycle and play an important role in plant growth and development [29]. Protein degradation promotes the turnover and reuse of amino acids; however, some protein degradation products might also perform a signaling role [29,30,31]. Protein degradation requires the participation of a variety of proteolytic enzymes, including endopeptidases, aminopeptidases, and carboxypeptidases [32]. In this study, more transcripts encoding serine-type endopeptidases were upregulated in the IE region and the genes encoding carboxypeptidases, aspartic- or cysteine-type endopeptidases were upregulated in the RE region, indicating that different protein degradation processes might characterize the IE and RE regions. 

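All 6 serine-type endopeptidase genes that the paper names were higher in every IE library than in every RE library. The paper names them as upregulated in IE, so the 10% of genes that show no overlap by chance is no measure for them. Their log2 fold changes ranged from 0.76 for TraesCS1A01G188900 to 2.61 for TraesCS1D01G395200. The latter is weakly expressed and listed at 0 in RE replicate 1, and its log2 fold change was 0.93 with a pseudocount of 1. The most abundant was TraesCS3B01G515100, at 467 ± 142 FPKM in IE (SD, n = 3) and 134 ± 53.8 FPKM in RE (SD, n = 3), with a log2 fold change of 1.81 (standard error 0.36). The adjusted p-values of the 6 genes from limma lay between 0.359 and 0.394. All 4 carboxypeptidase genes were lower in every IE library. For TraesCS1A01G086100, TraesCS1D01G087600 and TraesCS1B01G104500 the log2 fold changes were -2.70, -2.73 and -2.05 (limma adjusted p = 0.359 for each), while TraesCS5D01G196500, at 0.174 ± 0.0617 FPKM in IE and 0.801 ± 0.265 FPKM in RE (SD, n = 3 each), was below the level required for the test. Of the aspartic- or cysteine-type peptidase genes, TraesCS2D01G109600 and TraesCS7D01G060100 were lower in every IE library, with log2 fold changes of -2.77 and -1.91 (limma adjusted p = 0.364 and 0.363). Leaving out IE replicate 3 brought these to -1.68 and -1.30. In their lowest library, these genes had only 2 and 3 fragments, and with a pseudocount of 1 the log2 fold changes were -1.74 and -1.18. TraesCS3D01G467300 did not separate the regions, at 1322 ± 905 FPKM in IE (SD, n = 3) and 1991 ± 427 FPKM in RE (SD, n = 3). The overlap came from IE replicate 2, at 2366 FPKM against 855 and 746 FPKM in IE replicates 1 and 3. The log2 fold change of this gene was -0.77, with -1.30 without IE replicate 2 and -0.46 without IE replicate 3. In its text the paper names the carboxypeptidase genes for LN-RE and the aspartic- or cysteine-type genes for HN-RE, while Table S1-I lists TraesCS2D01G109600 under both treatments. The labels of the libraries used here do not give the nitrogen level.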

The metabolomic analysis here also demonstrated a higher content of amino acids and N-compounds in the RE region rather than the IE region in both HN and LN treatments. Furthermore, most identified DEGs relating to transmembrane amino acid transporters were upregulated in the RE region. These results suggest that increased amino acid turnover and transport might promote protein deposition in the outer endosperm. 

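The 5 amino acid transmembrane transporter genes that the paper names were lower in every IE library than in every RE library, with log2 fold changes between -3.31 and -1.89 and limma adjusted p-values between 0.359 and 0.381. TraesCS2A01G348600 was the most abundant, at 33.9 ± 23.7 FPKM in IE (SD, n = 3) and 121 ± 37.7 FPKM in RE (SD, n = 3), a log2 fold change of -2.13 (standard error 0.61). TraesCS7A01G194500 changed most, from 11.2 ± 3.35 FPKM in RE (SD, n = 3) to 1.42 ± 1.06 FPKM in IE (SD, n = 3). IE replicate 3 weighed on these values, and without it the log2 fold change of TraesCS2A01G348600 was -1.39 and that of TraesCS7A01G194500 was -2.37. In its lowest library TraesCS7A01G194500 had only 4 fragments, and with a pseudocount of 1 its log2 fold change was -2.42. TraesCS2B01G551300 reached at most 1.40 FPKM (RE replicate 3), and its log2 fold change of -1.89 became -0.69 with a pseudocount of 1. TraesCS7A01G194500, TraesCS7B01G100100 and TraesCS7D01G196100 lie on chromosomes 7A, 7B and 7D, and reads that match more than 1 of them could be divided between them.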

Ugalde and Jenner [9] suggested that amino acid transport across the endosperm does not limit protein deposition in the endosperm, but they also speculated that differential glutamine supply might explain the difference in protein deposition between the outer and inner endosperm. Here, the higher glutamine content in the remaining endosperm region might confirm that the amino acid supply relates to the high protein deposition in the outer endosperm region. A close relationship between amino acid transporters and GSP content has been reported in wheat and barley [23,33]. Clearly, the increased amino acid content in the innermost endosperm region might function in other regulatory mechanisms related to storage protein deposition, because it has been shown that amino acid precursors, such as O-aceylserine, regulate the GSP content [29,34].

Transcription factors regulate gene transcription. Previous results suggested that several transcription factors, such as *MYBS3* and *FUSCA3*, might be involved in regulating GSP [35,36]. 

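The bZIP gene TraesCS7D01G475100, which the paper links to tyrosine and phenylalanine, was expressed at 50.1 ± 25.5 FPKM in IE (SD, n = 3) and 12.9 ± 5.83 FPKM in RE (SD, n = 3), a log2 fold change of 1.90 (standard error 0.50, limma adjusted p = 0.363). It was higher in every IE library than in every RE library. The transcription factor gene TraesCS7A01G214700 went the other way, at 8.51 ± 5.20 FPKM in IE (SD, n = 3) and 28.8 ± 6.04 FPKM in RE (SD, n = 3), with a log2 fold change of -1.99 (standard error 0.54, limma adjusted p = 0.363), which was -1.32 without IE replicate 3. TraesCS5A01G101200 did not differ beyond the spread between replicates, with 4.00 ± 0.620 FPKM in IE (SD, n = 3), 4.21 ± 0.239 FPKM in RE (SD, n = 3) and a log2 fold change of -0.08 (standard error 0.21) that changed sign with median-ratio scaling. The other members of these families were not analysed as groups, since no table at hand pairs the gene identifiers with families.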

Here, several transcription factors, including bZIP, MYB, WRKY, APETALA 2 (AP2), and NAM/ATAF/CUC (NAC) family members, were differentially expressed between IE and RE, with most of the bZIP and GRAS transcription factors being upregulated in the IE region, and WRKY and MYB proteins being upregulated in the RE region. In rice, *RISBZ1*/*OsbZIP58* regulated GSP synthesis [37,38], whereas Yang et al. [39] found that reducing the expression of *TaZIP60* increased the wheat yield and N-use efficiency. After sequence alignment, we found here that TraesCS6D01G312800 shared 99.5% identity with *TaZIP60,* with one amino acid difference and one absence. In this study, the HN-RE sample showed a high expression level of *TaZIP* (TraesCS6D01G312800), but had high protein content. This difference might be partially due to the different plant organs studied (root vs. grain) or due to the amino acid sequence differences. It has been found that many transcription factors belong to multigene families with diverse functions in plant growth and development [40,41,42]. Therefore, the differentially expressed transcription factor identified between the IE and RE regions here might have different functions in grain protein deposition. 

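TraesCS7D01G217500 was listed at 0 FPKM in 3 of the 6 libraries (IE replicates 1 and 3 and RE replicate 3). Its highest value was 0.125 FPKM in IE replicate 2, and the number of fragments per library lay between 0 and 4. At this depth no difference between IE and RE could be measured for it. The GRAS gene that the paper names in its results has the identifier TraesCS2B01G217500, and it is that gene which was higher in every IE library than in every RE library.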

Two transcription factors, (bZIP, TraesCS7B01G391800, and GRAS, TraesCS7D01G217500) were identified both in HN-IE vs. HN-RE and LN-IE vs. LN-RE comparisons, and the gene functional validation by the BMSV-VIGS experiment also confirmed that they are related to GSP content accumulation. Furthermore, close correlations were also observed between the gene encoding the bZIP transcription factor (TraesCS7B01G391800) and the metabolites dopamine, glutamine, and phenylalanine. What needs to be mentioned is that dopamine is mainly found in animals. However, it is also detected in many plants, and its biosynthetic pathway is similar to that in animals [43,44]. Ciepiela and Sempruch [45] found that the resistance of winter wheat to grain aphids was highly correlated with the concentration of levodopa, the natural precursor of the dopamine. Here, the differentially expressed dopamine between IR and RE may be attributed to different metabolic processes in the IE and RE regions. The study on potato starchy tubers showed that the content of dopamine in potato tubers stored at room temperature presented no decrease with storage time [43], implying that the relationship of dopamine with carbohydrate synthesis and metabolism in plants is not consistent with that in mammals. Of course, we noticed that the relative abundance of tentatively identified dopamine in this study is very low. The underlying regulation mechanism of the transcription factor and the role of differentially expressed metabolites under nitrogen treatment require further study.

Nitrogen fertilization plays an important role in wheat yield and grain quality. Compared with the LN treatment, increasing the nitrogen application level activates metabolic processes [24] and enhances the accumulation of gluten macropolymer by facilitating the SUMOylation of PPIase [16]. Here, HN treatment upregulated many genes, especially in the RE region. However, the upregulation of genes related to proteolysis mainly included those encoding serine-type endopeptidases, cysteine peptidases, and corresponding endopeptidase inhibitors, which indicates that complex hydrolysis processes regulate protein synthesis. Zhen et al. [24] proposed that accelerating the transformation between amino acids induced by HN treatment might promote GSP synthesis. It was reported that asparagine, glutamine, and glutamate are crucial for N translocation and storage [46] and that the abundance of these N-compounds might increase grain protein content [24]. Here, we also found that asparagine and glutamine accumulation was induced by HN treatment, which is consistent with the increased protein content observed in the HN treatment. The HN treatment caused more DEGs in the RE region than in the IE region, including transcripts involved in nitrogen metabolism, protein modification, and those encoding transcription factors. Moreover, the contents of amino acids and N-compounds were upregulated in the outer endosperm region in response to HN treatment. However, all the carbon metabolites detected in this study were highly abundant under HN treatment, irrespective of the endosperm region type. These results possibly indicate that high nitrogen availability contributes more to grain yield than increasing the GSP content, especially in the innermost endosperm region. We propose that HN activates metabolism in the outer endosperm region. In addition, the expression of 10 transcription factor genes was upregulated upon HN treatment in both endosperm regions. These transcription factors might be important for the response to nitrogen fertilizer application; further study of the regulatory target proteins and their functions will identify key genes related to nitrogen use efficiency.

## 4. Materials and Methods

### 4.1. Experimental Design and Plant Material

A winter wheat (*Triticum aestivum* L.) cultivar ‘Zhoumai36′ (this cultivar was bred by Henan, China, and the seed was provided by the breeder) was planted during the 2017–2018 growing season at the Xuchang experimental station of the National Engineering Research Center for Wheat, Henan province, China (34°08′N, 114°02′E). The soil is loamy Fluvoaquic, containing organic material (15.6 g kg^−1^, 0–30 cm), available phosphorus (37.5 mg kg^−1^), available potassium (119.0 mg kg^−1^), hydrolysable nitrogen (115 mg kg^−1^), and total nitrogen (1.1 g kg^−1^). Two nitrogen fertilization treatments with three replicates each were applied as follows: LN (0 kg ha^−1^) or HN (210 kg ha^−1^). Each plot received 0.299 kg K_2_O and 0.299 kg P_2_O_5_ before sowing. Half (50%) of the total nitrogen fertilizer (urea) was supplied before sowing, and another 50% was top-dressed at the jointing stage. Seeds were sown on 16 October 2017 at a density of 247 seed m^−2^. The plot dimensions were 4 × 5 m and field trials were managed according to local agronomic practices.

### 4.2. Sampling

At the wheat flowering stage, spikes of a similar size that were undergoing anthesis on the same day were tagged. Grains at the first and second floret position at the center of each spike of wheat caryopses were collected 25 days after anthesis (DAA). Each grain was cut transversely into three sections (Figure 8A). After removing the pericarp, the central section was then divided into two parts under a stereomicroscope (Figure 8B,C). According to Savill et al. [5], the endosperm can be divided into five different tissues from the outer to inner parts. Here, the central two lobe zones of the grain were collected to represent the innermost endosperm (IE) region, and the remainder of the endosperm was collected as the remaining endosperm (RE) region. In this study, RE is a mix of tissues, including the living aleurone and the starchy endosperm. At maturity, plants in a 6-m^2^ area in each plot were harvested and grain yield was determined by weighing the harvested seeds.

### 4.3. Transcript Profiling

Total RNA of wheat endosperm was extracted from three biological replicates using a SpectrumTM Plant Total RNA Kit (Sigma, St Louis,, MO, USA), following the manufacturer’s instructions. RNA quantity and quality were evaluated using a Nanodrop spectrophotometer and Agilent 2100 RNA Nano 6000 Assay Kit (Agilent Technologies, Palo Alto, CA, USA). In total, 12 independent endosperm cDNA libraries were constructed according to Illumina’s TruSequ RNA sample preparation. The quality of cDNA libraries was assessed by testing the insert size using Agilent 2100, and a library effective concentration >2 nM was used for sequencing by an Illumina HiSeq 2500 System (Illumina, Foster, CA, USA). The raw sequencing reads were referred to the Illumina pipeline filter (Solexa 0.3), and then an in-house program (Fastp, https://github.com/OpenGene/fastp) was used to process the dataset for removing adapter dimers, poly-N, and low-quality reads. The clean reads were mapped onto the wheat “Chinese Spring” reference genome (IWGSC1_popseq.31) using HISAT2 [47]. The raw sequence data has been deposited in a Gene Expression Omnibus (GEO) repository with accession numbers GSE133846 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133846).

Gene expression levels were identified and normalized using fragments per kilobase of transcript sequence per millions base pairs sequenced (FPKM) [48]. The differentially expressed genes between different treatments were calculated using DEGseq2 [49], and a *p*-value ≤0.05, and |log_2_fold change|≥1 were defined as thresholds. To predict the functions of the identified genes, BLASTx searches were performed against Gene Ontology (http://www.geneontology.org/), Kyoto encyclopedia of genes and genomes (KEGG, http://www.genome.jp/kegg/), STRING (http://string-db.org/), UniProt/Swiss-Prot (https://www.uniprot.org), and rMATS (http://rnaseq-mats.sourceforge.net/index.html) databases.

### 4.4. Gene Expression Quantification Using qPCR

Reverse-transcription was carried out using the RNA First-strand cDNA Synthesis SuperMix (TransScript), according to the manufacturer′s instructions. A SYBR PrimeScript miRNA RT-PCR Kit was used to perform qPCR reactions on a CFX96TM Real-Time System (C1000TM Thermal cycler, BIO-RAD, Foster, CA, USA). The relative expression levels were calculated using the 2^−∆∆*C*t^ method [50]. The transcript-specific primer sequences used in this study are provided in Supplementary Table S4.

### 4.5. Grain Metabolite Extraction

Six biological replicate grain samples from each treatment were ground to homogeneity in liquid nitrogen. After vacuum freeze-drying, 60 mg powder was homogenized in 1.6 mL extraction buffer (methanol: Acetonitrile: Water, 2:2:1, *v*/*v*). The samples were mixed thoroughly and subjected to ultrasonic treatment for 15 min and stored for 1 h at −20 ℃. The mixtures were then centrifuged for 15 min at 13,000 rpm, and the supernatant was collected and dried under vacuum.

### 4.6. Metabolomic Analysis

Samples were separated using ultra high performance liquid chromatography (UHPLC) (Agilent 1290 Infinity LC, Agilent Technologies), and tandem mass spectrometry analyses were performed with a Triple TOF5600 (AB SCIEX). To reduce system errors, samples were analyzed in a random order. The (electro spray ionization (ESI) source conditions were: Ion Source Gas1(Gas), 40; Ion Source Gas2(Gas2), 60; curtain gas (CUR), 30; source temperature, 600 °C; IonSapary Voltage Floating (ISVF) ± 5500 V (positive and negative modes); a time of flight mass spectrometry (TOF MS) scan m/z range, 60–1,000 Da; a product ion scan *m*/*z* range, 25–1,000 Da; TOF MS scan accumulation time 0.20 s/spectra, product ion scan accumulation time 0.05 s/spectra.

The raw data were preprocessed in mzXML format using XCMS (https://xcmsonline.scripps.edu./) for retention time correction, chromatogram alignment, and peak area extraction. The processed data were subjected to multi-dimensional statistical analysis, including unsupervised principal component analysis (PCA), supervised partial least squares-discriminant analysis (PLS-DA), and orthogonal partial least squares discriminant analysis (OPLS-DA), after processing by Pareto-scaling using SIMCA-P 14.1 (Umetric, Umea, Sweden). Metabolites were tentatively identified by matching the data to the NIST database (http://www.nist.gov/srd/nist1a.html) and Wiley 9 database (http://www.sisweb.com/software/ms/wiley/hyml). Differentially expressed metabolites between different treatments were evaluated using variable importance for the projection (VIP) from the OPLS-DA model. VIP scores were used to estimate the importance of each variable in the projection, and VIP >1 was often used as a variable selection criterion. A *p*-value ≤0.05 and VIP >1 defined significantly differential metabolites and a 0.05≥ *p*-value ≤0.1 and VIP >1 defined differentially abundant metabolites.

### 4.7. Functional Gene Analysis Using the Barley Stripe Mosaic Virus (BSMV)-Based Virus-Induced Gene Silencing (VIGS) System

The BSMV-VIGS system is an effective and convenient technology to perform functional gene analysis. Two genes (TraesCS7B01G391800 and TraesCS2B01G217500, named *TabZIP* and *TaGRAS,* respectively) were functionally analyzed using the BSMV-VIGS approach. BSMV:00 with no insert was used as an empty vector control. The sequences of *TabZIP* and *TaGRAS* from wheat cultivar “Zhoumai36” were obtained by polymerase chain reaction (PCR) amplification, according to the sequences of TraesCS7B01G391800 and TraesCS2B01G217500. The BSMV construct carrying a 226-bp fragment of *TabZIP* from the gene-coding region (136 bp to 361 bp downstream of the start codon) was generated and used to silence the *bZIP* gene, named BSMV:bZIP. The fragment containing the 97-bp fragment of *TaGRAS* from the gene coding region (818 bp to 914 bp downstream from the start codon) was generated as BSMV:GRAS. At the heading stage, thirty spikes were infected with each recombinant vector following the method of Ma et al. [51].

### 4.8. Determination of Grain Total Protein Content and the Individual Fraction Contents

Wheat-grain protein fractions, including albumins, globulins, gliadins, and glutenins, were extracted according to the method of Liu et al. [52]. Protein concentrations were determined using a Kjeldahl apparatus (Kjeltec 2300, FOSS, Hoganas, Sweden), according to the manufacturer’s instructions.

## 5. Conclusions

In summary, this study demonstrates that the protein content in the RE region had a greater response to the supplied nitrogen than the IE region. Several candidate genes involved in carbon and nitrogen metabolism, and those encoding transcription factors and proteins involved in post-translation modification potentially related to the difference between the IR and RE regions, and their responses to nitrogen supplying were identified. These DEGs might play important functions by increasing the supply and transport of amino acids. Our results provide novel insights into the molecular mechanism underlying the differences in GSP content between the IE and RE regions and its response to nitrogen fertilizer supply.

## Figures and Tables

**Figure 1:**
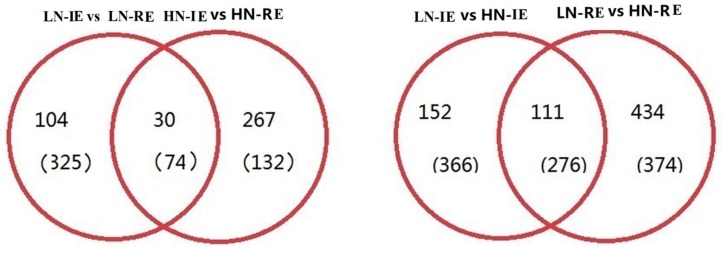
Ven diagram of differentially expressed genes in different parts of wheat grain endosperm under high and low nitrogen treatments. HN-IE and HN-RE are samples from innermost endosperm region and the remaining endosperm region under high nitrogen treatment, respectively. LN-IE and LN-RE are samples from innermost endosperm region and the remaining endosperm region under low nitrogen treatment, respectively. The number outside (inside) brackets stand for up-regulation (down-regulation) differentially expressed genes.

**Figure 2:**
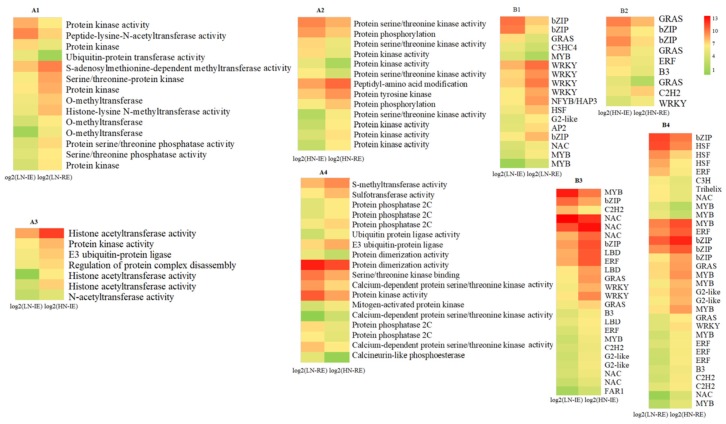
Heat map of differentially expressed transcription factor genes, and transcripts involved.in protein phosphorylation, methylation and ubiquitination. HN-IE and HN-RE are samples from innermost endosperm region and the remaining endosperm region under high nitrogen treatment, respectively. LN-IE and LN-RE are samples from innermost endosperm region and the remaining endosperm region under low nitrogen treatment, respectively. (**A1**–**A4**) indicate the genes involved in protein post-translation modification. (**B1**–**B4**) indicate the transcription factor genes. Red color represent high expression level and green represent low expression level.

**Figure 3:**
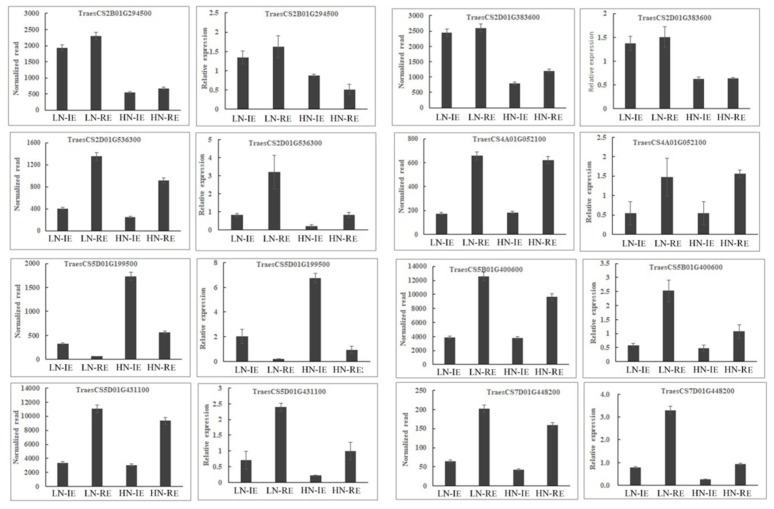
Verification of expression levels for eight differentially genes in the inner and outer endosperm grown under high or low nitrogen conditions. HN-IE and HN-RE are samples from innermost endosperm region and the remaining endosperm region under high nitrogen treatment, respectively. LN-IE and LN-RE are samples from innermost endosperm region and the remaining endosperm region under low nitrogen treatment, respectively.

**Figure 4:**
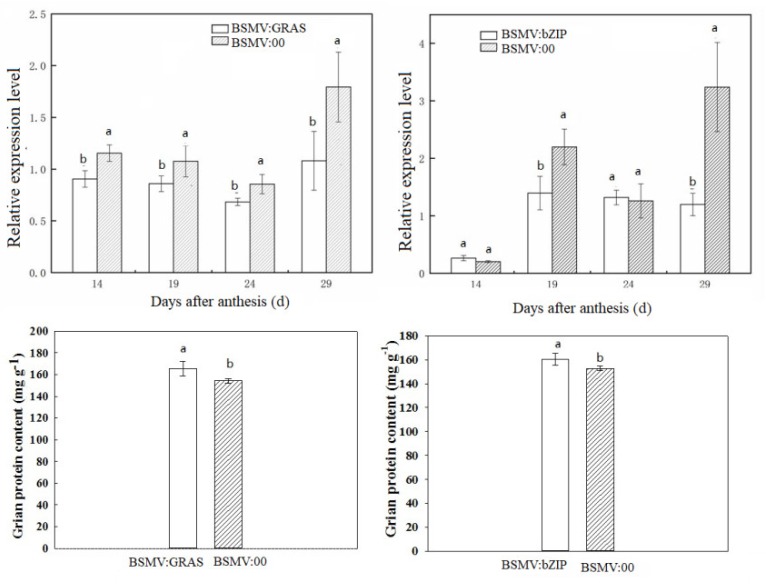
Gene functional analysis by BSMV-VIGS. BSMV-VIGS, barley stripe mosaic virus-based virus-induced gene silencing system; BSMV:00 indicate empty vector; BSMV:bZIP and BSMV:GRAS indicate that silencing bZIP and GRAS gene, respectively; Different lowercase letters above the column on the same day indicate a significant difference (*p* < 0.05).

**Figure 5:**
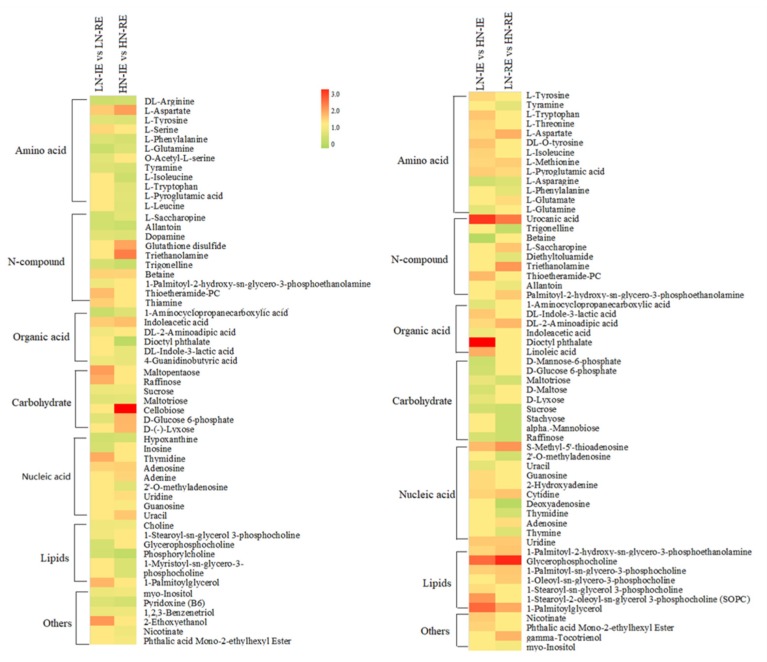
Heat map of differentially expressed metabolites in two parts of endosperm region under high and low nitrogen treatment. HN-IE and HN-RE are samples from innermost endosperm region and the remaining endosperm region under high nitrogen treatment, respectively. LN-IE and LN-RE are samples from innermost endosperm region and the remaining endosperm region under low nitrogen treatment, respectively. Heat map represent the ration of relative abundance of LN-IE vs LN-RE, HN-IE vs HN-RE, LN-IE vs HN-IE, and LN-RE vs HN-RE.

**Figure 6:**
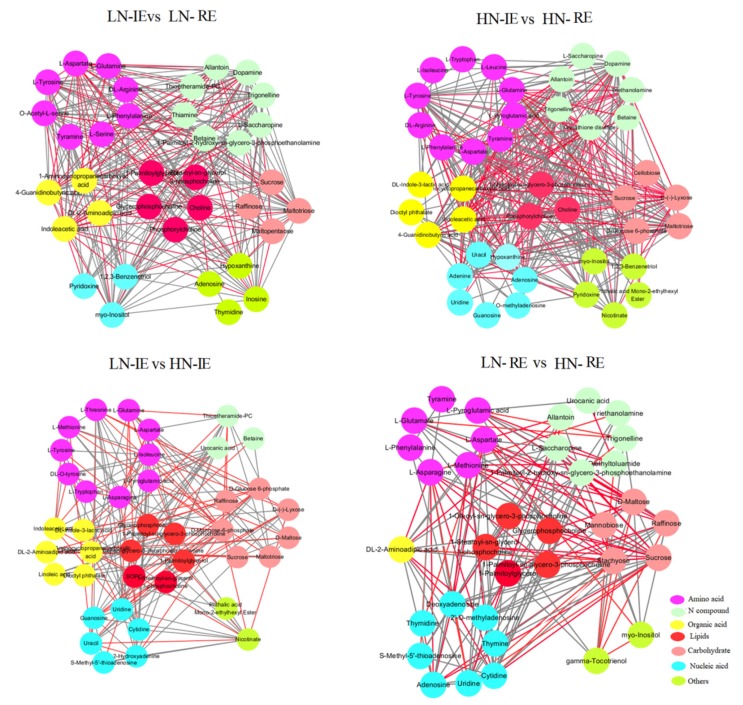
Network of metabolite-metabolite correlation based on significant correlations. Nodes stand for metabolites and edges stand for metabolite relationship. Red edges mean negative correlation, and grey edges mean positive correlation. The nodes in different color mean different metabolite type. HN-IE and HN-RE are samples from innermost endosperm region and the remaining endosperm region under high nitrogen treatment, respectively. LN-IE and LN-RE are samples from innermost endosperm region and the remaining endosperm region under low nitrogen treatment, respectively.

**Figure 7:**
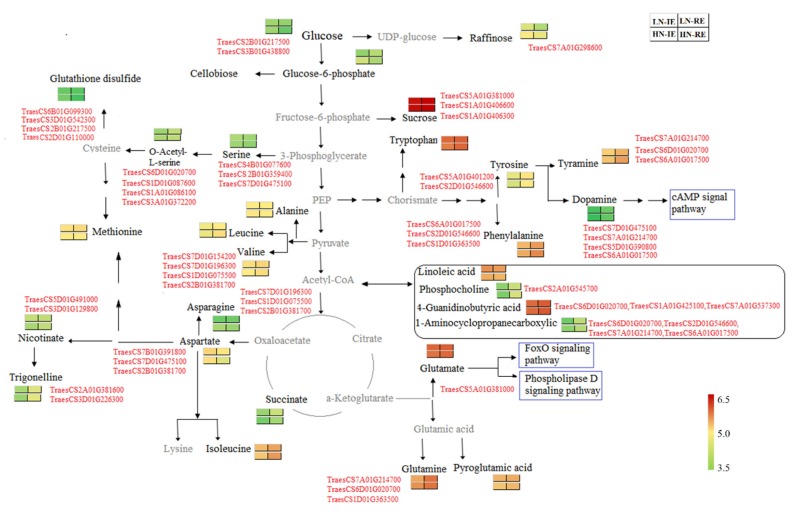
Schematic map of metabolic pathway involved in different regions of wheat grain endosperm grown under high nitrogen and low nitrogen conditions. The 2 × 2 heat map represent normalized (log10) relative metabolites abundance at different regions of endosperm under high and low nitrogen treatment with red color for a higher abundance and green color for a lower abundance. HN-IE and HN-RE are samples from innermost endosperm region and the remaining endosperm region under high nitrogen treatment, respectively. LN-IE and LN-RE are samples from innermost endosperm region and the remaining endosperm region under low nitrogen treatment, respectively. Metabolite in black color represent identified metabolite in this study.

**Figure 8:**
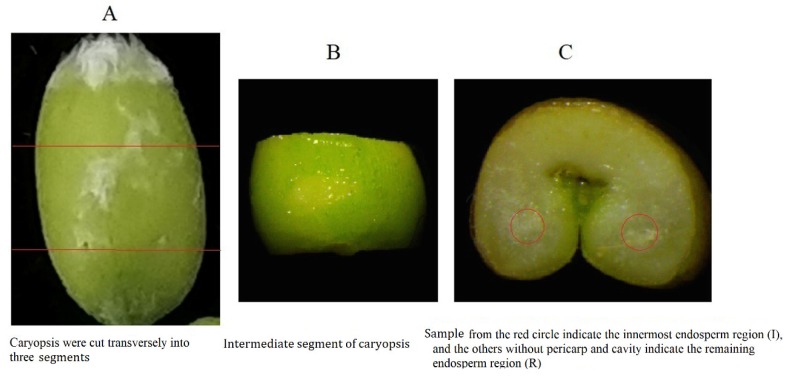
Division of different regions of wheat grain endosperm. (**A**) The red line indicate the transection location. (**B**) The intermediate segment of caryopsis is divided into the innermost endosperm region and the remaining endosperm region. (**C**) The red circle indicated the innermost endosperm region.

**Table 1:** Protein content of the innermost endosperm (IE) region and the remaining endosperm (RE) region from plants grown in high nitrogen (HN) and low nitrogen (LN) treatments.

Item.		Total Protein Content (mg g^−1^)	Albumin Content (mg g^−1^)	Globulin Content (mg g^−1^)	Gliadin Content (mg g^−1^)	Glutenin Content (mg g^−1^)	Grain Yield (kg ha^−1^)
HN	IE	118.5 ± 2.1 ^b^	32.0 ± 3.0 ^b^	11.5 ± 1.6 ^b^^,^^c^	23.1 ± 0.1 ^c^	46.1 ± 0.4 ^a,b^	7241.5 ± 84.6 ^a^
	RE	137.5 ± 0.7 ^a^	36.9 ± 1.6 ^a^	19.4 ± 1.1 ^a^	25.6 ± 0.1 ^b^	49.0 ± 3.3 ^a^	
LN	IE	101.5 ± 2.4 ^c^	29.6 ± 0.5 ^b^	8.4 ± 2.1 ^c^	19.9 ± 0.6 ^d^	43.0 ± 1.0 ^b^	5864.6 ± 131 ^b^
	RE	116.5 ± 1.2 ^b^	30.8 ± 2.4 ^b^	12.3 ± 0.8 ^b^	26.5 ± 1.3 ^a^	44.8 ± 1.4 ^a,b^	

^a^ Values expressed as mean ± standard deviation. ^b^ Within a column, mean values followed by different lowercase letters are significantly different at the *p* < 0.05 (least significant difference). ^c^ HN and LN represent the high nitrogen and low nitrogen fertilizer application level, respectively. ^d^ IE and RE represent for the innermost endosperm region and the remaining endosperm region, respectively.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/17/4212/s1.

# Supplementary material for: Transcriptomic and Metabolomics Analysis of Different Endosperm Region under Nitrogen Treatments
**Source:** Int J Mol Sci. 2019 Aug 28;20(17):4212. doi: 10.3390/ijms20174212
**Supplement:** Supplementary file 1

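Table S1-I holds 104 genes, 30 listed as higher in IE and 74 listed as higher in RE under both treatments, with mean read counts, log2 fold changes and adjusted p-values for LN and for HN. In the 6 libraries analysed here, all 30 genes of the former list were higher in IE, with a median log2 fold change of 1.67 (from 1.08 to 2.67), and all 74 of the latter were lower in IE, with a median of -2.28 (from -3.60 to -1.32). Over all genes tested, 0 of them passed the adjusted p from limma, while all 104 passed the unadjusted p and the 2-fold change. Adjusted over the list alone, 30 and 74 genes passed. Against all other genes, limma's camera test with an inter-gene correlation of 0.01 gave p = 3.5e-43 for the genes higher in IE and p = 7.7e-46 for the genes higher in RE. With the correlation estimated from the data, the former list kept p = 0.0100 and the latter gave p = 0.0773, and with limma's fry test the p-values were 0.00223 and 0.0217. Over the alternatives, the p-values of fry ranged from 0.00217 to 0.0283 and from 0.00447 to 0.0765. None of these tests of the list is independent evidence, since the study chose the genes for this difference on libraries that could include these, and the mean counts that it lists for LN were between 0.999 and 1.00 times the means here. IE replicate 3 weighed most on the genes higher in RE, whose median was -1.58 without it.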

**Table S1-I** Differentially expressed genes between the inner and outer endosperm under both HN and LN treatment.

**Table S1-II** Differentially expressed genes between HN and LN treatment in both inner and outer endosperm.

How the deposited data were processed for this re-analysis (not part of the article)

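Endosperm RNA of the winter wheat cultivar Zhoumai36 was sequenced from the innermost endosperm region (IE) and the remaining endosperm region (RE) of grains collected 25 days after anthesis. Of the 12 libraries that the paper describes, 6 were analysed here, 3 from IE and 3 from RE. Their labels give the region and a replicate number but no nitrogen treatment, and neither the paper nor its supplement lists the libraries, so the nitrogen level of the 6 libraries was left unassigned. All comparisons are between IE and RE.

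The authors filtered the reads with the Illumina pipeline and fastp, mapped them with HISAT2 to the Chinese Spring reference genome (given in the methods as IWGSC1_popseq.31) and deposited FPKM values per gene and library. FPKM values are fragment numbers divided by the length of the gene and the total of the library. The counting tool, its use of strand and the assembly of new genes are not named in the paper's text or the supplement used here. The authors tested for DEGs with a count-based method that the paper writes as DEGseq2, with a p-value of at most 0.05 and a log2 fold change of at least 1 in size. The table lists 127196 genes, of which 41154 are at 0 in all 6 libraries. The FPKM values of a library sum to between 1.13 and 1.19 times the sum that TPM values have, so they are not on the TPM scale. FPKM removes differences in total and length but not a shift in composition, in which a few abundant genes lower the values of all others. The 100 most abundant genes of each library took between 52.5% and 62.8% of the summed FPKM.

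Since an FPKM value is a whole number of fragments times a step, the length of each gene and the total of each library were recovered from the values. Whole fragments were found for 100% of the 86042 genes with a value, and they add up to between 99.4% and 99.5% of the totals, the rest being genes whose fragment numbers share a common factor. The recovery was tested on 15000 simulated genes in 6 libraries, where 6 of 6 totals came back exactly and 99.1% of the 9106 genes with a mean of at least 0.5 FPKM had every number as simulated. The totals lie between 13959933 and 21766392 fragments on genes. They were used for depth and for checks, and the tests of genes rest on the FPKM values.

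IE and RE were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of variance on mean) on log2(FPKM + 0.1) over the 51830 genes with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjustment. A DEG has an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. The test was tried on simulated data with 200 genes changed by log2 fold changes of 2 or 3 in size, up or down. The simulated noise was independent between genes. With the spread of the real libraries (median SD 0.40 on the log2 scale), 81 of the 200 were called among 50357 genes tested, and 5 unchanged genes were called as well. With the spread multiplied by 0.5, 170 of the 200 were called. The genes of Table S1-I were tested as 2 sets with limma's camera at an inter-gene correlation of 0.01, with an estimated correlation, and with fry. Single values were compared by exact permutation tests, which cannot give a two-sided p under 0.1 with 3 libraries against 3. Recovery, checks and plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

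The genes named are those the paper names by identifier in its text, in Figure 3 or in Figure 7 (69 genes), with the genes of largest change among DEGs to be added, of which there were none. This rule, the test, its thresholds and 18 alternatives were set before the data were examined. The alternatives change the pseudocount, the filter, the scaling of the libraries, the variance trend, the kind of p-value, the replicate block and the form of the fold change, or leave out a library. Fits of limma's voom on the recovered fragments, with and without a quality weight per library, and the log2 ratio of group means of the recovered fragments were added after seeing the data. Tests of gene families were not run, because 0 of the gene identifiers matched the table of gene symbols at hand (assembly IWGSC CS RefSeq v2.1). Table S1-II was not tested as a set, because the copy used here holds 386 genes, fewer than Figure 1 gives for it.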

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

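The counts over other splits of the libraries were chosen as tests only after the results were seen. No gene passed the thresholds between IE and RE with the adjusted p under any of the alternatives that keep it and were set in advance, and the smallest adjusted p lay between 0.206 and 0.427 over the 12 alternatives that use all 6 libraries. The alternative that takes the unadjusted p, as the wording of the methods gives it, passed 2980 genes, 850 higher in IE and 2130 higher in RE. The difference follows from the construction of the threshold. Across the 6 fits that each left out 1 library, 0 genes passed the adjusted p, and between 2096 and 5161 passed the unadjusted p. The highest of these numbers came without IE replicate 2, where 4269 of the genes were higher in RE. Without IE replicate 3, 1534 of 2472 genes were higher in RE.

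The number past the unadjusted p and the 2-fold change was 1437 with a pseudocount of 1, which shrinks weakly expressed genes, and 4821 with no filter, which adds genes (86042 tested). With quantile normalization 1428 genes were higher in IE and 1952 higher in RE, and with median-ratio scaling 1325 and 1894, against 850 and 2130 with the FPKM values as deposited. The balance between the directions thus differs between the scalings. Both of these scalings centre the libraries, so their median log2 fold change over all genes (0.00, against -0.12) is near 0 by construction.

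Other splits of the 6 libraries into groups of 3 gave 0 genes past the adjusted p as well, in 10 of 10 splits. For genes past the unadjusted p, 2 of the 10 splits gave as many as the real one, the other being IE replicates 1 and 3 with RE replicate 1 against the rest, with 3222 genes. That other split is not free of a difference between the regions, since the medians of the Table S1-I genes were 1.20 and -1.26 in it. With 10 splits the share cannot fall under 0.1, so chance cannot be told apart from a difference between the regions by these counts.

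The medians of the Table S1-I genes kept their direction under all 18 alternatives, between 1.29 and 1.95 for the genes listed as higher in IE and between -2.65 and -1.58 for those listed as higher in RE. The latter median moved most without IE replicate 3, to -1.58. Their camera p-values at the preset correlation passed in all of these fits. With an estimated correlation, p ranged from 0.00893 to 0.0840 for the former and from 0.0275 to 0.149 for the latter, so the latter set does not hold under that test in most fits. With fry, p ranged from 0.00217 to 0.0283 for the former and from 0.00447 to 0.0765 for the latter, which was above 0.05 without RE replicate 1, 2 or 3 (0.0677, 0.0538 and 0.0690). The study chose these genes for this difference on libraries that could include these, so neither the set tests nor the splits are independent evidence for them. In 1 of the 10 splits, the real one, the median was as far from 0 for either list.

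IE and RE libraries share replicate numbers, and whether the numbers pair them could not be settled. The correlation across genes of the deviations from the group means was 0.11, 0.06 and -0.20 for replicates 1, 2 and 3. These values show no clear pairing, and with 3 libraries per region they cannot exclude it. With the replicate block, 0 genes passed the adjusted p and 3357 the unadjusted p (1239 higher in IE and 2118 higher in RE), and with the replicate block and median-ratio scaling 0 and 3553. The camera p of the Table S1-I genes with an estimated correlation was 0.0512 (higher in IE) and 0.149 (higher in RE) under the block, and the fry p of the latter was 0.0765, or 0.0676 with median-ratio scaling as well.

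Of the 42 genes that the paper names and that are given here with their own tested values, 38 kept their direction under each of the 18 alternatives in which they were tested (some weakly expressed genes fell below the filter in a few of them), and with an unadjusted p 29 of them passed the thresholds. The cause of the reversals of the 4 others was not tested. TraesCS5A01G101200 (-0.08) was at 0.0389 with median-ratio scaling, alone or with the replicate block, at 0.0403 with quantile normalization, and between -0.18 and 0.0432 with a library left out, the latter without IE replicate 3. TraesCS2D01G383600 (-0.07) was at 0.0572 with median-ratio scaling, alone or with the replicate block, at 0.0378 with quantile normalization, and between -0.36 and 0.40 with a library left out, the latter without IE replicate 2. TraesCS2B01G294500 (-0.17) was between -0.54 and 0.34 with a library left out, the latter also without IE replicate 2. TraesCS5A01G359700 (-0.07) was at 0.0600 with median-ratio scaling, alone or with the replicate block, at 0.0122 with quantile normalization, and between -0.35 (without RE replicate 3) and 0.15 (without IE replicate 2) with a library left out.

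Chosen after seeing the data, limma's voom on the recovered fragments gave 0 genes past the adjusted p (smallest 0.262) and 3183 past the unadjusted p. With a quality weight per library it gave 2 genes past the adjusted p, 2 higher in IE and 0 higher in RE. TraesCS5A01G101200 was at 0.0415 with voom and at 0.0454 as the log2 ratio of group means of the recovered fragments, and TraesCS2D01G383600 was at 0.0945 and 0.16, TraesCS5A01G359700 at 0.0768 and 0.0542.

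The correlation across genes with the log2 fold changes of Table S1-I was 0.996 for the LN columns and 0.955 for the HN columns by Pearson, 0.975 and 0.740 by Spearman, and 1.00 and 0.959 with the log2 ratio of group means. Genes are not independent replicates, and the listed genes form separate groups on either side of 0, which raises these values.

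Depth limits weakly expressed genes. At most 4 fragments per library lay on TraesCS7D01G217500. Tests of gene families and of Table S1-II were planned and not run.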

Differences from the paper's values

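The alternatives with voom and with the ratio of recovered fragments were chosen only after the results were seen. The paper gives 533 DEGs between LN-IE and LN-RE and 503 between HN-IE and HN-RE, and 0 genes passed in the 6 libraries here, whose labels do not give the nitrogen level. The authors used a count-based test. The deposited values are FPKM, and no model of counts was run on the fragments recovered from them. The nearest is voom on these fragments, with 0 genes, or 2 with a quality weight per library. How much of the gap comes from the kind of test is therefore not known. For the 104 genes of Table S1-I, the mean counts listed for LN were between 0.999 and 1.00 times the scaled means here. For these genes, that argues against other libraries or other counts as the reason for the gap to the LN number. None of the alternatives set before the data were examined closed the gap, and the 1 that takes the unadjusted p gave 2980 genes. That alternative also passed 29 of the genes named, among them the GRAS gene TraesCS2B01G217500 and the bZIP gene TraesCS7B01G391800. With voom and a quality weight per library, chosen after seeing the values, 2 genes passed. They are TraesCS2B01G546700 (log2 fold change 3.12, limma adjusted p = 0.0242) and TraesCS1D01G101900 (3.17, limma adjusted p = 0.0139), both listed in Table S1-I as higher in IE and named here after their values were seen. The smallest adjusted p of the other alternatives lay between 0.0566 and 0.628.

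For the nitrate reductase genes, the paper gives a level in LN-IE that is 2.14 times that in LN-RE for TraesCS6A01G017500 and 3.61 times for TraesCS6D01G020700, taking its values in the order in which it names the genes. The ratios here, taken from the means of the log2 values, were 0.178 and 0.184, so both genes were lower in IE. The direction differs from the paper's whether its values are read as folds or on the log2 scale. None of the alternatives set before the data were examined closed the gap. As a log2 ratio of group means of the recovered fragments, chosen after seeing the values, they were -2.06 and -1.99.

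The paper counts between 37768733 and 41460651 uniquely mapped reads in its 12 libraries, and the 6 libraries here hold between 13959933 and 21766392 fragments on genes. These are different measures, since a fragment can give a pair of reads and a mapped read need not lie on a gene, and no alternative applied to them. The paper also states that IE libraries had fewer reads than RE libraries. Of the totals here, the lowest were those of IE replicates 3 and 1, and the IE median (16333349) was below that of RE (18979692), but the highest total was that of IE replicate 2.

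The paper writes the levels of 4 carboxypeptidase and 5 amino acid transporter genes as 1.78 to 2.92 times higher in LN-RE. On the log2 scale the values here were 1.89 to 3.31 with the FPKM values as deposited for the 8 genes that passed the filter, with 1.70 as the lowest of all 9 without the filter. They were 1.78 to 2.94 for all 9 as the log2 ratio of group means of the recovered fragments, chosen after seeing the values, which is 3.43 to 7.69 as a fold. The series matches the paper's only on the log2 scale.

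In its discussion the paper gives the GRAS gene the identifier TraesCS7D01G217500, which had at most 0.125 FPKM.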

Other observations

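The test that thinned the libraries was chosen before its result was seen, and all other tests in this part only afterwards. The IE libraries differed among themselves along the difference between IE and RE. On the first principal component (42.1% of the variance), IE replicates 1, 2 and 3 were at -43.7, 42.1 and -172. RE replicates 1, 2 and 3 were at 37.5, 53.6 and 82.4, so IE replicate 2 lay among the RE libraries on this component. It lay apart from them on the second (25.8% of the variance), at 117. RE replicates 1, 2 and 3 were at -114, 10.0 and -11.0 there, and IE replicates 1 and 3 at -5.02 and 2.95. The differences among the IE libraries were measured on genes with a mean of at least 50 normalized fragments (24442 genes). IE replicate 1 served first as reference. The 91 genes at least 4-fold higher in RE than in that library were higher in IE replicate 2 than in IE replicate 3 in 88 cases, by a median of 2.60 on the log2 scale, or 6.05-fold. With IE replicate 2 as reference, 50 of 54 genes higher in RE were higher in IE replicate 1 than in IE replicate 3 (median over the 54 genes 2.02). With IE replicate 3 as reference, 692 of 820 such genes were lower in IE replicate 1 than in IE replicate 2 (median over the 820 genes -0.54). Joined, these comparisons place IE replicate 2 nearest to RE and IE replicate 3 farthest on the genes higher in RE. Each compares 2 libraries on its own genes. The correlations between libraries did not place IE replicate 2 nearest. With RE replicates 1, 2 and 3 they were 0.904, 0.924 and 0.908 for IE replicate 1, and 0.865, 0.915 and 0.910 for IE replicate 2. IE replicate 3 had the lowest, at 0.850, 0.867 and 0.842.

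Several technical explanations were weighed. Depth is argued against, since the median difference was 2.58 with every library thinned to 13959933 fragments. After removal of the trend on gene length it was 2.61, which argues against a length bias. If a few genes took most of the fragments, all other genes of a library would shift by the same factor, but the median of the genes higher in RE and that of the genes lower in RE moved apart by 3.61 in log2 FPKM (95% bootstrap interval 3.07 to 4.15), which argues against it. The authors' normalization to FPKM is argued against too, since the difference was 2.71 in FPKM and 2.60 with median-ratio scaling. An exchange of IE replicate 2 with RE replicate 1 is argued against by the 1849 genes that separate the other 4 libraries, on which RE replicate 1 sat at 0.925 and IE replicate 2 at 0.632, where 0 is the IE end and 1 the RE end.

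A hypothesis that remains for the genes higher in RE is that IE replicate 2 may hold more RE tissue than IE replicate 3, since 96.7% of these genes were higher in it. The share of RE tissue that they would need is 31.0% (quartiles 19.5% and 42.9%). It does not account for the genes lower in RE. These 19 genes fell between IE replicate 3 and IE replicate 2 by a median of -1.22 (95% bootstrap interval -1.71 to -0.82), where a share of 31.0% allows -0.43 and the upper quartile of the share -0.64. Differences between the plants or in the stage of the grains stay open and were not tested.

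The nitrate reductase genes TraesCS6A01G017500 and TraesCS6D01G020700 were lower in IE than in RE, against the direction in the paper. An exchange of the IE and RE labels relative to Table S1-I is argued against, since 30 of the 30 genes that it lists as higher in IE were higher in IE here. The summed FPKM of both genes had a log2 difference of -2.49, which follows from both being lower and does not test reads shared with other copies, so that explanation stays open. Another scaling of the libraries left both genes lower in IE, with -2.32 as the value nearest 0, and leaving out 1 library did so as well, with -1.57 as the value nearest 0 (without IE replicate 3). The nitrogen level of these libraries is not in their labels, and the values in the next paragraph argue against HN.

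The mean read counts that Table S1-I lists were compared with the recovered fragments after median-ratio scaling, over its 104 genes. The listed counts for LN divided by the means here gave between 0.999 and 1.00 for both regions. The ratios for HN lay between 0.433 and 6.27 for IE and between 0.358 and 10.8 for RE. The median absolute difference from the listed log2 fold change was 0.01 for LN and 0.40 for HN. Over these 104 genes, the values argue against these being the libraries behind the means listed for HN. The labels give no nitrogen level, and none was assigned from the values.

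Further genes that the paper names for LN or HN alone, or in its network and map of genes and metabolites, had these values between IE and RE. They do not test the statements about HN, since no library here is labelled as HN. The gliadin gene TraesCSU01G153800 was at 42.3 ± 9.51 FPKM in IE (SD, n = 3) and 23.6 ± 2.26 FPKM in RE (SD, n = 3), a log2 fold change of 0.82. The globulin genes TraesCS7D01G351300 and TraesCS4D01G171800 were at -0.77 and -0.87 with overlapping libraries. With a library left out, the former was between -1.58 and -0.06 (the latter value without IE replicate 3). TraesCS4D01G171800 was then between -1.28 and -0.61. Of the glutathione transferase genes, TraesCS1A01G153100 was at 0.95 and TraesCS3A01G302100 at 1.55, the latter with overlapping libraries. The serine protease inhibitor genes TraesCS5D01G425800, TraesCS5B01G478300 and TraesCS5A01G359700 were at 0.44, 1.72 and -0.07, all with overlapping libraries, and the last was between -0.35 and 0.15 with a library left out. The peptidase gene TraesCS3D01G467300 was at -0.77 and TraesCS6D01G312800, for which the paper gives a high level in HN-RE, at 0.85, both with overlapping libraries. The former was between -1.30 (without IE replicate 2) and -0.46 (without IE replicate 3) with a library left out. The protein kinase gene TraesCS3D01G542300 was at 0.22, and the ammonium transporter gene TraesCS1D01G296600 was below the level required for the test. Of the 24 further genes of Figure 7, 5 were higher and 15 lower in every IE library than in every RE library, where chance gives 10% for genes not chosen for a difference. The adjusted p-values from limma of the genes tested in these groups were at least 0.359.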
